A study of Homo sapiens with 15 samples. Its data were reported in "Circulating Exosomal microRNAs as Biomarkers of Colon Cancer" (2014).

How the data were processed

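The microRNA (miRNA) content of 3 human colon cancer cell lines, HT-29, SW48 and RKO, was measured on 15 1-colour human miRNA arrays. For each line, 2 arrays held total RNA of the cells and 3 arrays held RNA of the exosome fraction of the medium the cells had grown in. Per the labels, the cell arrays came from 2 and the exosome arrays from 3 independent experiments. The exosome fraction was collected by stepwise centrifugation and ultracentrifugation, RNA was extracted with Trizol or Trizol-LS and spin columns, and miRNA was labelled with Cy3. The medium contained fetal bovine serum. Medium that had held no cells, the normal colon line FHC and the lines HCT116 and SW480 were not analysed here. The arrays of 1 line lay on 1 slide and were scanned in 1 run, so exosomes and cells of a line were compared within a slide, while lines and slides cannot be told apart.

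The deposited scanner files held spot intensities that the authors had extracted with Agilent Feature Extraction (version 10.7.3.1 in the submitters' processing notes; the file headers give another release). Each array carried 15024 spots of 2689 probes for 851 human and 88 viral miRNAs. The deposited intensity used here was the total gene signal, the software's background-subtracted sum for a miRNA, together with its call of whether the miRNA was detected. The authors' deposited series table held the processed signal intensity of each probe unchanged (largest difference 0), on a linear scale and not centred, with array medians from -0.0676 to 1.12. Array names were kept as the files give them; 832 of the 851 human names matched a miRNA gene in a table of RefSeq genes (assembly GRCh38.p14), which was used for names only, and 19 did not. The file headers name an older assembly, so no coordinates are given.

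The study's methods express each intensity as a percentage of the array's total. Here the total gene signal of each human miRNA was divided by the sum over the human miRNAs detected on that array, which leaves out viral and undetected miRNAs. All values below 1 common floor were set to it before log2 was taken. The floor was the highest, over the arrays, of an array's lowest percentage among detected human miRNAs. A miRNA was tested when it lay above the floor on every array of at least 1 of the 6 groups. The plan, made before the data were examined, named all 15 arrays. SW48 exosomes replicate 1 then proved nearly empty: 5 human miRNAs were called detected, their summed signal was 7.16, and none was well above background. With it the common floor would have been 15.0% and 5 miRNAs could have been tested. The results lead instead with the other 14 arrays, a departure made after the data were seen. It gave a floor of 0.0649%, set by HT-29 exosomes replicate 3, and 159 tested miRNAs. The results of the plan with all 15 arrays stand beside the main counts.

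Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2 percentages with 1 mean for each of the 6 groups, so that all groups shared 1 estimate of the spread (8 residual degrees of freedom). The contrasts were exosomes against cells averaged over the 3 lines and in each line, the F tests of exosomes between lines and of cells between lines, and the F test of whether the exosome-cell difference varied with the line. Adjusted p-values are Benjamini-Hochberg values over the tested miRNAs, with a threshold of 0.05. Errors of log2 differences are standard errors (SE) from limma and errors of percentages are standard deviations (SD) over arrays, or over the means of the 3 lines where a mean of lines is given. Where a miRNA lay at the floor on arrays of 1 side, the fold is against the floor and is written as at least that large. Folds over the 3 lines are taken from the mean of the lines' log2 differences, so they need not equal the ratio of the mean percentages. Values at the floor have no spread, which makes limma's error too small for such miRNAs, so an exact permutation of source within lines (600 arrangements) was added after the data were seen. Measures of whole arrays were compared by the same exact two-sided permutation, and Benjamini-Hochberg values were taken over 8 measures.

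The 16 miRNA lists were fixed before the data were examined. They are the let-7, miR-17-92, miR-200, miR-23-27-24, miR-181, miR-29 and miR-30, miR-15-16, miR-320 and miR-34 families, intestinal epithelium miRNAs, the 14q32 cluster, entries since traced to other noncoding RNAs, the study's own 16 miRNAs, and miRNAs of blood cells and serum, of stroma and muscle, and of nerve cells. Lists with at least 2 tested members (13) were tested with camera (preset correlation 0.01, and again with an estimated correlation) and with fry.

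The rule for named miRNAs was also fixed in advance. It took, from the average contrast, up to 10 per direction with the largest difference that were above the floor on every array of both sources and had the same sign in all 3 lines, and up to 5 per direction with the largest bound among those at the floor on every array of 1 source. It took further up to 5 per direction for each line, up to 6 for each comparison between lines, the 5 most abundant miRNAs of each source, and members of the lists.

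The procedure was tested on simulated data: 20 data sets drawn from the spread of the 14 arrays, with 60 of 159 miRNAs changed in the average contrast. It recovered 94.1% of increases of 2-fold and 100% of those of 4-fold, against 73.2% of decreases of 2-fold and 66.8% of decreases of 4-fold, which the floor hides for dim miRNAs. False calls made up 3.35% of calls. Each simulated miRNA was given at least the median spread, also near the floor, where values of the real arrays have none. Scaling and filter were not repeated, so the 3.35% does not carry over to calls that rest on the floor.

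Alternatives covered the scaling (75th percentile over detected or over all miRNAs, no scaling, quantile normalization, percentage without the 10 brightest miRNAs), normexp background correction (offset 50, on the median spot signal, since the mean signal was not among the columns used here), the authors' processed intensities, a floor of 0.01% or none, the filter on dim miRNAs, the methods' t-test, replicate number or slide as a block, and leaving out each array in turn. Where no floor was used, non-positive values were set to the array's lowest positive value. The number of arrays limits the precision of every value. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.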

Results

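Arrays of the cells gave far more signal than arrays of their exosomes. On the 6 cell arrays, 232 to 322 of the 851 human miRNAs were detected (mean 291 ± 40.2 SD), with a summed signal of 128889 to 210731. On 8 of the 9 exosome arrays, 53 to 124 were detected (77.2 ± 22.5), with a summed signal of 3035 to 10975. The remaining exosome array, SW48 replicate 1, had 5 detected miRNAs and a summed signal of 7.16, and it was left out of the comparisons unless stated, a choice made after the data were seen. HT-29 and SW48 cells (means 310.5 and 322, n = 2 each) showed more miRNAs than RKO cells (240.5, n = 2). A few miRNAs took more of the signal in exosomes: the 2 brightest held 35.5% to 62.6% in exosomes (n = 8) and 27.0% to 40.0% in cells (n = 6), and the 10 brightest held 83.7% ± 4.78 (SD) and 61.6% ± 5.91. The number of detected miRNAs, the summed signal and the share of the 10 brightest separated exosomes from cells in all 3 lines, with an exact permutation p of 0.00167, the smallest that 600 arrangements can give (two-sided, adjusted p = 0.00267). For the 2 brightest, the exact p was 0.00333 (adjusted p = 0.00381).

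**Figure D1:**
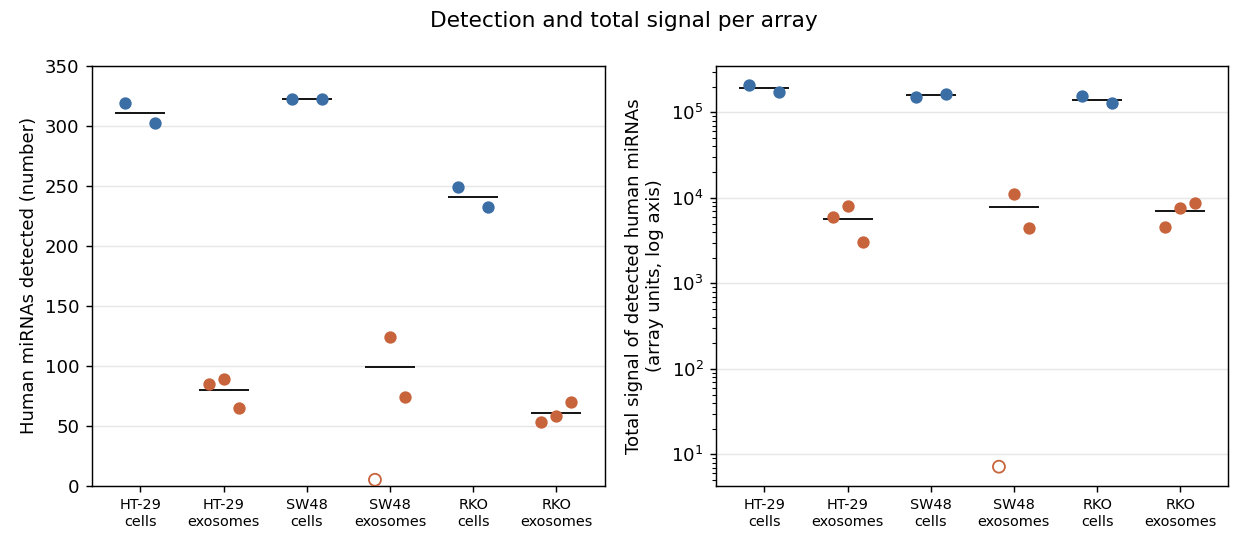
Number of human miRNAs detected on each array and summed signal of the detected miRNAs (log axis), by line and source. Filled points are arrays, lines are means of the filled points, and the open circle is SW48 exosomes replicate 1 with 5 detected miRNAs; the other exosome arrays held 53 to 124 and the cell arrays 232 to 322.

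The first comparison asked how the miRNA profile of the exosome fraction differed from that of the cells, over the 3 lines together. As a mean of the lines, the exosome profile was led by miR-923, an entry since traced to ribosomal RNA, at 24.8% ± 16.9 of the signal (SD over 3 lines) against 2.30% ± 0.528 in cells. It led in SW48 and RKO exosomes, whereas in HT-29 exosomes it held 6.53%, below miR-1915 (24.9%), miR-638 (24.3%) and miR-720 (8.53%). Next in the mean came miR-638 (17.6% ± 6.45 against 0.0431% ± 0.0234), miR-1915 (14.9% ± 9.14 against 0.0350% ± 0.0244), miR-451, the main miRNA of red blood cells (5.33% ± 4.08 against 0.00247% ± 0.00366), and miR-630 (5.28% ± 1.17 against 0.0569% ± 0.0571). The share of miR-638 was at least 237-fold higher in exosomes, that of miR-1915 at least 187-fold, of miR-630 at least 65.9-fold and of miR-451 at least 60.3-fold. The cell profile was led by miR-720, an entry since traced to transfer RNA, at 22.5% ± 0.839 against 4.29% ± 3.67 in exosomes. Then followed miR-21, a miRNA raised in many carcinomas (9.75% ± 6.83 against 0.0764% ± 0.0323), miR-1274b (6.05% ± 1.61 against 0.729% ± 0.753), miR-29b (4.38% ± 3.25 against 0.00374% ± 0.00480) and miR-29a (4.24% ± 2.51 against 0.0564% ± 0.0339). The share of miR-21 was at least 100-fold lower in exosomes, with a log2 difference of -6.64 ± 0.26 (SE).

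Among the miRNAs at the floor on every cell array, the largest bounds after miR-451 belonged to miR-572 (1.84% in exosomes, at least 26.0-fold higher), miR-483-5p (1.44%, at least 14.1-fold), miR-575 (0.928%, at least 13.3-fold) and miR-513a-5p (0.684%, at least 9.01-fold). These are folds of shares. With no scaling the log2 differences of these 4 were 4.415, 1.975, 0.389 and 1.036 in the same order. Among those at the floor on every exosome array, the bounds were at least 52.7-fold lower for miR-29b, 25.7-fold for miR-19b, 20.7-fold for miR-20a, 17.8-fold for let-7i and 15.3-fold for miR-24. The 6 miRNAs above the floor on all 14 arrays were miR-923, miR-320c, miR-1274b, miR-1260, miR-720 and miR-1280. As shares, miR-923 was 9.23-fold higher in exosomes (log2 3.21 ± 0.28 SE, limma adjusted p = 1.91e-06) and miR-320c 2.34-fold higher (1.23 ± 0.19, adjusted p = 0.000149). Both lay below cells when the signal was left unscaled (log2 -1.48 and -3.46) and with scaling to the 75th percentile of detected miRNAs (log2 -0.35 and -2.33). The shares of miR-1274b (log2 -3.60 ± 0.22, 12.1-fold lower), miR-1260 (-3.06 ± 0.31, 8.33-fold) and miR-720 (-2.80 ± 0.26, 6.97-fold) were lower in exosomes, with a largest limma adjusted p of 6.2e-06. Their log2 differences stayed below 0 under every other scaling. miR-1280 did not pass (log2 -0.43 ± 0.28, adjusted p = 0.167).

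In all, 46 of 159 tested miRNAs had a higher share in exosomes and 101 a lower share (limma, adjusted p under 0.05; 148 at an unadjusted p under 0.05). Arrays of the same line were also compared before the floor was set. In all 3 lines, every exosome array lay above every cell array for 44 of the 159, and below for 89. Chance gives 0.167% per direction for a miRNA taken without regard to group, whereas the filter kept miRNAs by group. Of the 44, 41 were among the calls, as were all 89. Of the 101, 78 were at the floor on every exosome array, so their fold is a lower bound. Of the 46, 32 were at the floor on every cell array, although only 3 were undetected on all cell arrays. The exact permutation within lines called 43 higher and 85 lower, all of them among the limma calls. The balance of directions rests in part on the scaling, since the summed signal was lower in exosomes. More than 159 miRNAs were tested with no scaling and with the 75th percentile of detected miRNAs. The counts there thus also reflect which miRNAs were tested, and do not show the effect of scaling alone. Higher and lower calls numbered 23 and 290 with no scaling and 42 and 220 with the 75th percentile of detected miRNAs. They numbered 60 and 84 with quantile normalization, and 57 and 82 as percentages without the 10 brightest miRNAs. The median change of the log2 difference over the 159 miRNAs was -4.69, -3.56, 0.54 and 0.57 under these scalings, and -1.06 with the 75th percentile over all human miRNAs. Of the 46 higher calls, 27 kept a positive difference with no scaling (floor at a signal of 2.72), where 18 passed as higher and 13 as lower, and 37 kept it with the 75th percentile of detected miRNAs. All 101 lower calls stayed negative under both, and 92 did with quantile normalization and 92 without the 10 brightest miRNAs. With all 15 arrays and the floor of the original plan, 5 miRNAs could be tested, of which miR-638, miR-1915 and miR-923 were higher in exosomes and miR-720 lower.

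**Figure D2:**
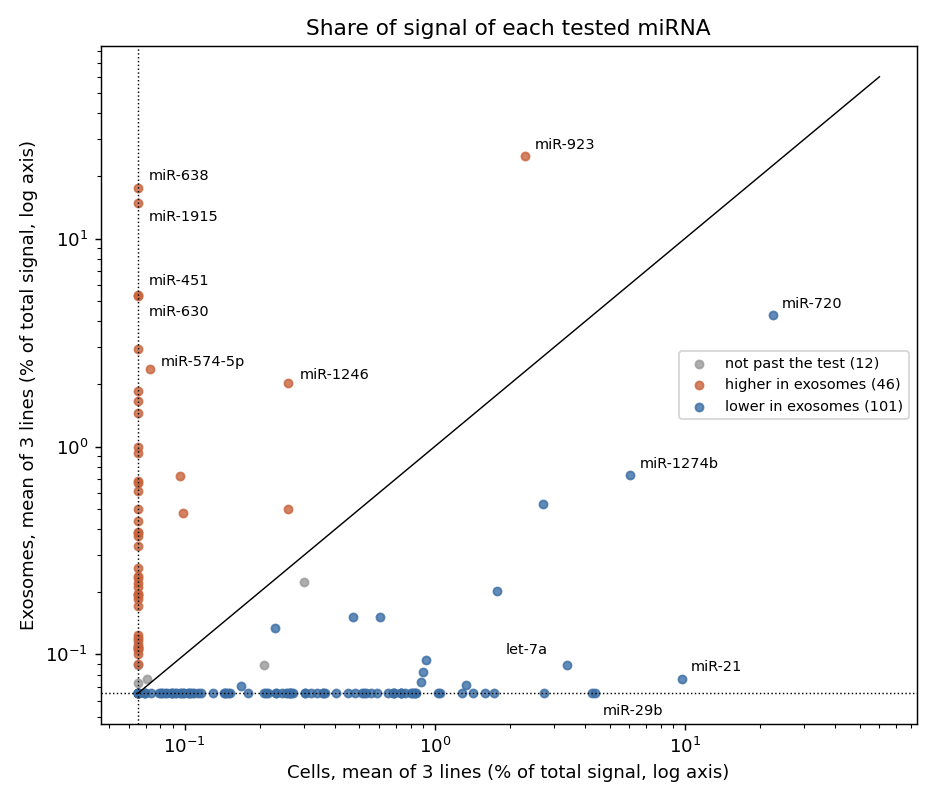
Mean share of the array signal in exosomes against cells for the tested miRNAs, in percent on log axes, as means of the 3 lines with values below the floor of 0.0649% drawn at the floor. Coloured points passed the test of the average contrast (46 higher and 101 lower of 159); miR-923 reached 24.8% in exosomes and miR-720 22.5% in cells.

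Members of the large miRNA families of these cells had lower shares in exosomes, as had 101 of all 159 tested miRNAs. All 9 members of the let-7 family, a group known to restrain cell growth, had a lower share in exosomes in each of the 3 lines. They summed to 11.4% of the signal in cells and 0.454% in exosomes, with let-7a at 3.39% against 0.0888% (at least 34.2-fold lower), let-7f at 2.73% against 0.0551% (at least 35.6-fold) and let-7b at 1.78% against 0.202% (at least 8.51-fold). All 11 tested members of the growth-promoting miR-17-92 and related clusters were lower, from 7.74% of the signal in cells to 0.360% in exosomes, as for miR-19b, miR-20a and miR-92a (0.603% against 0.152%). The share was also lower for 7 of 7 tested members of the miR-29 and miR-30 families, which act on matrix genes among others (9.91% against 0.101% summed), 5 of 5 of the miR-23-27-24 clusters (4.01% against 0.131%), 5 of 5 of the miR-200 family, which keeps epithelial identity (4.46% against 0.0190%), 3 of 3 of the miR-15-16 family (2.57% against 0.169%) and 3 of 3 miRNAs of intestinal epithelium (0.579% in cells). The intestinal result rests on HT-29: miR-192, miR-194 and miR-215 were at the floor in cells and exosomes of SW48 and RKO, and none passed the exact permutation (adjusted p = 0.109). Taken by line, 9 of 11 members of the miR-17-92 group passed as lower in SW48. In RKO, 5 of 7 members of the miR-29 and miR-30 families and 3 of 5 of the miR-200 family did. No member of these 7 groups lay above 0 under any of the 6 scalings. By camera, against the other miRNAs, the let-7 family (adjusted p = 0.0369) and the miR-17-92 group (adjusted p = 0.0213) stood apart with a preset correlation, but neither did with an estimated correlation (adjusted p = 0.486 for both). The miR-29 and miR-30 families (adjusted p = 0.0809), the miR-23-27-24 clusters (0.0836), the miR-200 family (0.0912), the miR-15-16 family (0.236) and the intestinal miRNAs (0.400) did not pass camera. Without HT-29 exosomes replicate 3, which set the floor, the miR-29 and miR-30 families (adjusted p = 0.0346), the miR-23-27-24 clusters (0.0437) and the miR-200 family (0.0474) passed too with the preset correlation; with an estimated one, which was run on the 14 arrays alone, the adjusted p of each was 0.486. Without SW48 cells replicate 1 or 2 the let-7 family did not (0.0540 and 0.0601).

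MiRNAs of blood cells and serum were split. miR-451 was detected on all 8 exosome arrays, at 2.501% ± 1.72 (SD, n = 3) in HT-29, 3.47% ± 2.36 (n = 2) in SW48 and 10.01% ± 0.931 (n = 3) in RKO exosomes, and on 2 of the 6 cell arrays, both RKO. miR-486-5p of red blood cells (0.212% in exosomes) and miR-223 of myeloid cells (0.185%) were detected on every exosome array and on no cell array. These 3 were higher in exosomes (limma adjusted p = 1.9e-07, 0.000174 and 0.00122), and miR-142-3p and miR-126 were lower by limma (log2 -0.36 ± 0.05 and -0.32 ± 0.02 SE), a split of signs that held under all 6 scalings. miR-142-3p differed in SW48 alone (log2 -1.07 ± 0.10) and miR-126 in RKO alone (log2 -0.95 ± 0.03), and neither passed the exact permutation (adjusted p = 0.346 and 0.109). The counts of 3 higher and 2 lower of 5 tested members were the same when adjusted over the list alone. The list did not pass camera (adjusted p = 0.236, median log2 1.36), and fry's direction opposed the median. The serum in the medium is a known source of miRNAs, and medium without cells was not analysed here.

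**Figure D3:**
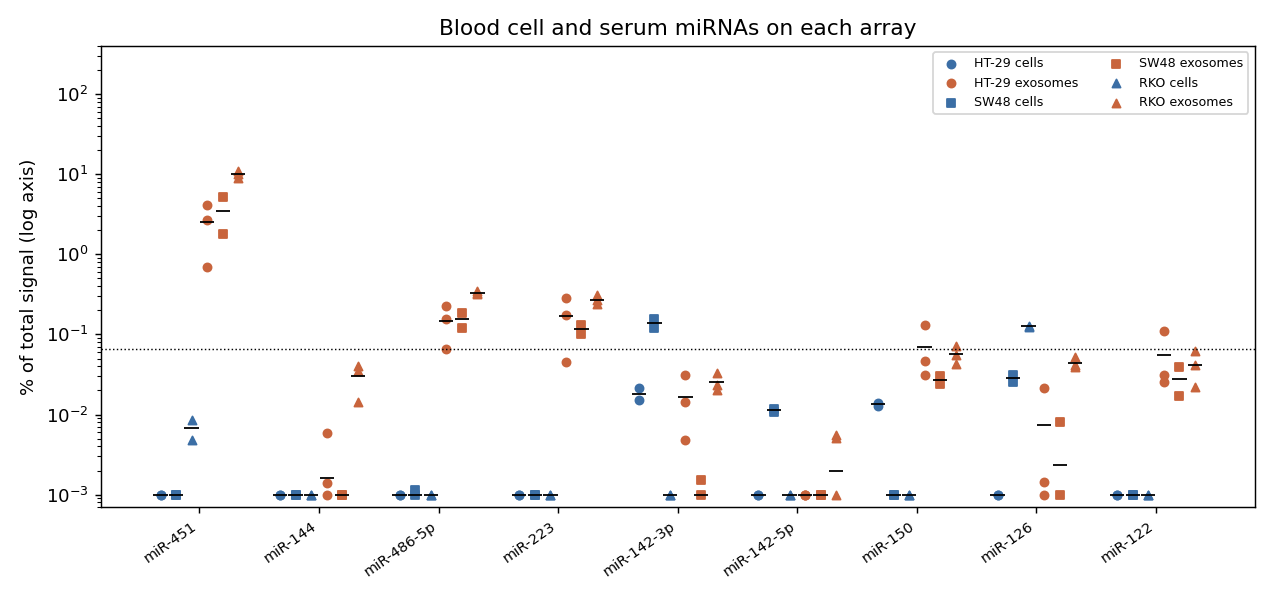
Share of the array signal of miRNAs of blood cells and serum on each array, in percent on a log axis, with values below 0.001% drawn at 0.001% and SW48 exosomes replicate 1 left out. The dotted line is the floor of 0.0649%; miR-451, miR-486-5p and miR-223 were detected on all 8 exosome arrays.

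The study's own 16 miRNAs were chosen in part on exosomes of these lines, so their direction here is not independent evidence. Of the 13 tested, 8 had a higher share in exosomes, 3 a lower share and 2 did not pass, with the same counts when adjusted over the list alone. The higher ones were miR-638, miR-1915, miR-1268 (2.94% against 0.0476%, at least 34.4-fold), miR-1246 (2.02% against 0.260%), miR-483-5p, miR-1290 (0.4996% against 0.0426%, at least 5.29-fold), miR-223 and miR-1224-5p (0.0902% against 0.00471%). The lower ones were let-7a, miR-21 and miR-23a (0.0734% against 0.883%, at least 9.68-fold). The log2 difference was 0.07 ± 0.15 (SE) for miR-1308 and -0.03 ± 0.13 for miR-181b. The remaining 3 were not tested: miR-150 stood at 0.0512% in exosomes and 0.00453% in cells, miR-181d at 0.0449% and 0.0225%, and miR-1229 at 0.0274% and 0.00158%. Together the 16 held 40.1% of the exosome signal and 14.6% of the cell signal. The list passed camera with a preset correlation (adjusted p = 0.0213) and did not with an estimated correlation (adjusted p = 0.486). Its median log2 difference of 1.36 (9 members above 0, 4 below) turned to -0.62 with no scaling, with 5 above 0 and 8 below.

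**Figure D4:**
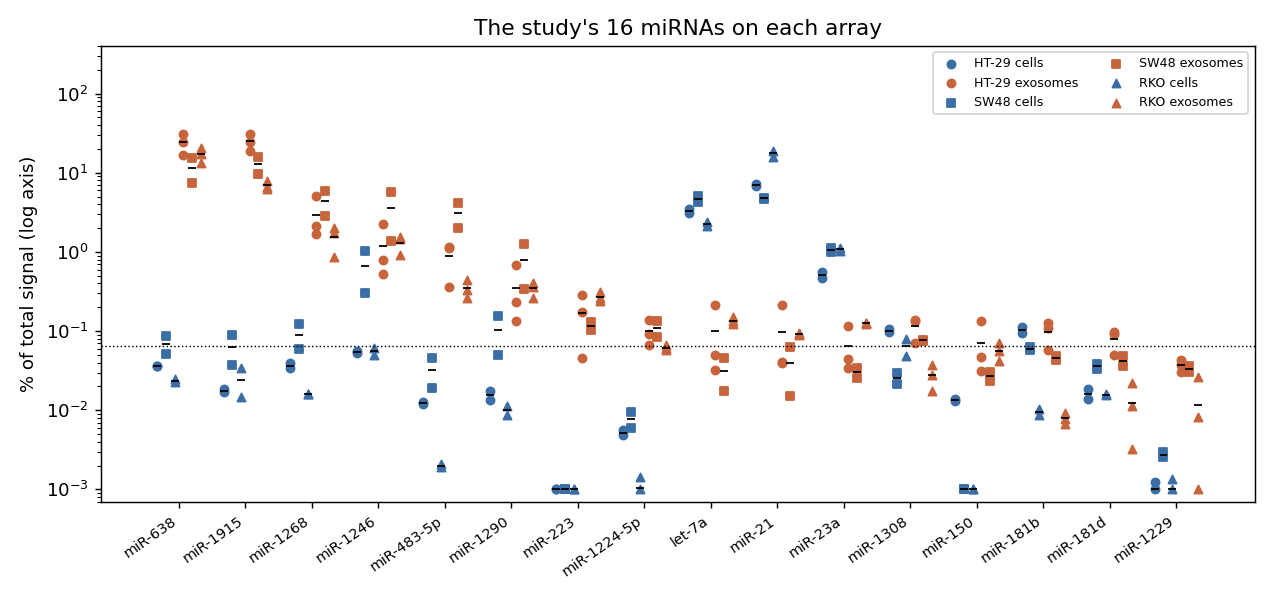
Share of the array signal of the study's 16 miRNAs on each array, in percent on a log axis, with values below 0.001% drawn at 0.001% and SW48 exosomes replicate 1 left out. The dotted line is the floor of 0.0649%; miR-638 and miR-1915 were higher in exosomes than in cells under all 6 scalings, and miR-21, let-7a and miR-23a were lower.

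Entries since traced to other noncoding RNAs held 32.6% of the cell signal and 30.3% of the exosome signal as means of the lines, which went apart: 34.8% ± 4.53 (SD, n = 2) in cells against 17.4% ± 7.40 (n = 3) in exosomes of HT-29, 32.6% ± 1.85 (n = 2) against 30.6% ± 1.55 (n = 2) in SW48, and 30.3% ± 4.59 (n = 2) against 42.8% ± 4.52 (n = 3) in RKO. Of the 8 tested, miR-923 was higher in exosomes, 5 were lower (miR-720, miR-1274a, miR-1274b, miR-1826 and miR-886-3p) and miR-1280 and miR-1308 did not pass; with no scaling all 8 lay below 0. In the miR-320 family miR-320c was higher, miR-320b (log2 -1.44) and miR-320d (log2 -2.07) were lower and miR-320a did not pass; all 4 lay below 0 with no scaling and 2 of the 4 with quantile normalization. Of the 14q32 cluster, an imprinted group of miRNA genes, both tested members were higher, miR-494 by 4.30-fold at least, and miR-134, which was at the floor in HT-29 exosomes, although miR-494 lay below 0 with no scaling (log2 -2.09) and with the 75th percentile of detected miRNAs (log2 -0.96). In the miR-181 family miR-181a was lower (log2 -0.69 ± 0.08 SE) and miR-181b did not pass; camera's direction was up while the median was -0.36, and miR-181b lay above 0 with quantile normalization. Of the miR-34 family 1 member was tested, miR-34a, which did not pass on average (log2 -0.46 ± 0.25, adjusted p = 0.0958), but did without HT-29 exosomes replicate 1 (adjusted p = 0.0216) and lay above 0 with quantile normalization (log2 0.15). Of stromal and muscle miRNAs, miR-206 alone was tested. It did not pass limma (log2 0.74 ± 0.33, adjusted p = 0.0532) or the exact permutation (adjusted p = 0.0809). It passed when adjusted over the list alone, which with 1 tested member is no adjustment. No miRNA of nerve cells was bright enough to be tested. Of these lists, the 4 with at least 2 tested members did not pass camera (lowest adjusted p 0.0836, for the 14q32 cluster).

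In HT-29, 42 miRNAs had a higher share in exosomes than in cells and 87 a lower share. Besides the miRNAs named above, miR-574-5p rose from 0.0934% ± 0.00456 (SD, n = 2) in cells to 3.50% ± 2.26 (n = 3) in exosomes, and miR-1202 (log2 2.40 ± 0.25 SE), miR-939 (1.66 ± 0.21) and miR-494 (1.28 ± 0.13) were higher. let-7b (log2 -2.56 ± 0.54), miR-1274a (-2.52 ± 0.43), miR-92a (-2.56 ± 0.38) and miR-324-3p (-0.79 ± 0.28, limma adjusted p = 0.0245) were lower. With no scaling, miR-574-5p, miR-1202, miR-939 and miR-494 lay below 0 on average over the lines, as did all but miR-574-5p with the 75th percentile of detected miRNAs, and miR-324-3p lay above 0 with quantile normalization (log2 0.49) and without the 10 brightest miRNAs (0.28).

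In SW48, with 2 exosome arrays, 40 miRNAs had a higher share in exosomes and 79 a lower share. miR-574-5p (log2 4.72 ± 0.67), miR-1202 (3.12 ± 0.28), miR-1246 (2.34 ± 0.84) and miR-494 (2.30 ± 0.14) were higher as shares, and miR-1246 too lay below 0 on average with no scaling (log2 -1.02). miR-29a (4.24% ± 0.367 in cells against 0.0932% ± 0.00922 in exosomes, 45.6-fold), let-7b (16.2-fold), miR-125b (8.36-fold), miR-34a (5.37-fold) and miR-25 (2.99-fold) were lower. With the near-empty array included and the floor of the other 14, 72 miRNAs changed in SW48 in place of 119.

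In RKO, 29 miRNAs had a higher share in exosomes and 75 a lower share. miR-21 stood at 17.5% ± 2.23 (n = 2) in RKO cells and 0.0920% ± 0.00209 (n = 3) in their exosomes, 190-fold lower (log2 -7.57 ± 0.43). let-7f (31.6-fold), let-7a (16.7-fold), miR-16 (9.35-fold) and miR-23a (8.60-fold) were also lower. Over the 3 lines, 24 miRNAs were higher in each and 57 lower in each. In the methods' t-test after Benjamini-Hochberg adjustment, which takes the spread of each miRNA alone, 1 miRNA changed in HT-29, 0 in SW48 and 35 in RKO, against 57, 54 and 78 unadjusted.

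The next comparison asked whether the exosomes of the 3 lines resembled each other. RKO exosomes stood apart by low shares of miR-574-5p, miR-32* and miR-595. miR-574-5p held 3.50% ± 2.26 (n = 3) in HT-29, 3.43% ± 3.01 (n = 2) in SW48 and 0.119% ± 0.0132 (n = 3) in RKO exosomes, 25.6-fold lower in RKO than in HT-29 (log2 -4.68 ± 0.54 SE). The difference from HT-29 was at least 13.8-fold for miR-32* and at least 8.82-fold for miR-595, both at the floor in RKO exosomes. miR-483-5p was highest in SW48 exosomes (3.098% ± 1.55) and 8.56-fold lower in RKO (limma adjusted p = 0.00365). miR-1274b (1.59% ± 0.860) and miR-1260 (1.22% ± 0.881) were highest in HT-29 exosomes, 6.78-fold and 5.52-fold above SW48. In all, 46 of 159 miRNAs differed between the exosomes of the lines (limma F test). The count fell to 14 when only the exosome arrays entered the fit, to 18 with no filter on dim miRNAs and to 15 with the near-empty array included, and each line lay on its own slide.

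The cells of the lines differed in epithelial and intestinal miRNAs. miR-141 and miR-200c, which repress inducers of the mesenchymal state, held 1.60% ± 0.121 and 0.986% ± 0.0970 (SD, n = 2) in HT-29 cells, 1.53% ± 0.221 and 1.20% ± 0.158 in SW48 cells, and 0.00480% ± 0.00148 and 0.00270% ± 0.00124 in RKO cells, where both were at the floor (at least 24.6-fold and 15.2-fold lower than in HT-29). miR-192 of intestinal epithelium was at the floor in SW48 and RKO cells, at least 13.03-fold below HT-29 (0.852% ± 0.137). miR-10a was highest in HT-29 cells (1.17% ± 0.185), 3.18-fold above SW48 and at least 17.9-fold above RKO. miR-27b and miR-23b were highest in SW48 cells, at 1.80% ± 0.0134 and 1.70% ± 0.157, both 13.2-fold above RKO. In all, 96 of 159 miRNAs differed between the cells of the lines. The count fell to 33 without a floor, where very small values add spread of their own.

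The last comparison asked whether the exosome-cell difference itself varied with the line. For miR-574-5p the share was 32.6-fold higher in HT-29 exosomes than in the cells and 26.4-fold in SW48. In RKO it was at least 1.83-fold higher (log2 0.87 ± 0.61). The RKO cells were at the floor, so the fit gives only a lower bound for that difference. The interaction test passed (limma adjusted p = 0.00316) and rests in part on this lower bound. The rise of miR-32* over the floor in HT-29 and SW48 exosomes was absent in RKO (interaction adjusted p = 0.00733). miR-141, miR-200c, miR-10a and miR-27b were near or below the floor in exosomes of all 3 lines, so their interaction repeats the difference between the cells. In all, 113 of 159 miRNAs passed the interaction test, and 14 did without a floor, where very small values add spread of their own. Of the 113, 72 were at the floor on every exosome array.

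Profiles of replicate arrays resembled each other closely across the 159 tested miRNAs (median Pearson r 0.983 over 10 pairs, 0.935 to 0.997). Exosomes of different lines were also alike (median r 0.871 over 21 pairs), as were cells of different lines (0.802 over 12 pairs). Between exosomes and cells of the same line the median r was -0.0563 over 16 pairs (-0.171 to 0.00280). Among the calls, 78 lower ones lay at the floor on every exosome array and 32 higher ones on every cell array. This can pull r between the sources down. Over the 29 miRNAs detected on all arrays, median r was 0.176 for exosomes with cells of the same line. There it was 0.800 between exosomes of different lines and 0.928 between cells. On linear percentages, the medians were 0.0652 for exosomes with cells, 0.618 between exosomes of different lines and 0.904 between cells. Correlations are across miRNAs, which are not independent replicates, and no p is given.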

Values the study reported

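In serum exosomes, the study reported 164 miRNAs that were detected in all samples, while the legend of its clustering of serum samples gives 64. It found 69 miRNAs at higher levels in colorectal cancer patients than in healthy controls. Exosomes from culture media gave 52 miRNAs at higher levels in all 5 colon cancer lines than in FHC cells, and 16 miRNAs were in both sets. After removal of the primary tumour, 8 of those 16 were lower in serum exosomes. The study's values for the same patients show miR-638, miR-1915, miR-1268 and miR-483-5p at higher mean levels after removal.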

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

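The tests of array background, of viral probes, of other splits of the arrays and of the interaction at the floor were chosen after the results were seen.

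The exosome-cell difference varied with the line for 113 of 159 tested miRNAs, which drew attention as a difference between the lines. Of these, 63.7% (72) were at the floor on every exosome array, so that their difference between lines repeats the cells. Without a floor 14 miRNAs passed. There, non-positive values were set to the array's lowest positive value, and the log2 of very small values varies widely. The fall therefore cannot show whether the missing spread of values at the floor accounts for the count. Each line lay on its own slide, and a biological difference between the lines stays open, as for the 17 of these miRNAs at the floor on every cell array and the 24 at the floor in neither source on every array.

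miR-34a, a target of p53, was the 1 miRNA with a higher share in exosomes of one line and a lower share in another. Its log2 difference was 1.03 ± 0.41 (SE) in HT-29 (limma adjusted p = 0.042) and -2.42 ± 0.45 in SW48 (interaction adjusted p = 0.0019). It held 0.0511% in HT-29 and 0.525% in SW48 cells, and 0.148% and 0.102% in their exosomes, so the HT-29 value is against the floor. The HT-29 rise holds as a share alone: unscaled, its signal was 113 and 84.3 on the arrays of HT-29 cells and 4.70 to 13.2 on those of HT-29 exosomes.

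Probes for viral miRNAs, which none of the comparisons of single miRNAs used, gave signal in exosomes equal to 8.88% ± 3.19 (SD, n = 8) of the human total, against 0.118% ± 0.0647 (n = 6) in cells. The probe for kshv-miR-K12-3 alone gave 7.17% as a mean of the 3 lines. The labels name no virus, so signal that does not come from the named miRNA is a candidate explanation for part of the human profile too: the viral share was at least 41.8 times higher in exosomes than in cells in each line. Unscaled, the summed viral signals overlapped over all arrays (lowest exosome array 260, highest cell array 317), while the probe for kshv-miR-K12-3 had a mean signal of 505 in exosomes and 20.1 in cells.

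For the 46 miRNAs with a higher share in exosomes, the scaling to the array total stays open. Without it, and with signals under 1 set to 1, their median log2 difference was 0.33, with 28 above and 18 below 0, which decides nothing. In the fit without scaling, 18 of the 46 passed as higher in exosomes and 13 as lower. Background of an array without RNA stays open too, since the 1 near-empty array, on which they had 0.281% of their median signal on the other exosome arrays, was itself set apart for its low signal.

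Chance as the source of the counts was examined on 100 splits of the arrays within lines. A count of 46 higher miRNAs or more came from 3 splits, the real one included, and the highest other count was 72. In the larger ones no cell array kept its place, which is nearly the mirror of the real split. A count of 101 lower miRNAs came from 1 split, the real one, with 84 the highest other. Each count was thus reached in a share under 0.05 of the splits. The splits reuse the same arrays, scaling and floor. They show that the counts depend on the labels of source, and cannot exclude chance for single calls.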

How the results depend on the processing

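Among the alternatives below, the tests added after the results were seen are the exact permutation and the fits of all 15 arrays with another floor than planned. Counts within 1.5 times the value in the results are not repeated here. The order is: higher, then lower in exosomes, average of 3 lines; changed in HT-29 exosomes, changed in SW48 exosomes and changed in RKO exosomes; exosomes differ between lines, cells differ between lines and exosome-cell difference varies between lines, with 46, 101, 129, 119, 104, 46, 96 and 113 in the results. With all 15 arrays and the floor as planned (5 tested) the counts were 3, 1, 3, 2, 3, 3, 0 (limma; 1 at an unadjusted p under 0.05) and 2. With all 15 arrays and the floor of the other 14, 72 changed in SW48, and 15, 55 and 57 differed between lines. With all 15 arrays and a floor of 0.01%, 165 were lower and exosomes differed for 18. With the 75th percentile of miRNAs detected on all arrays (289 tested), 220 were lower, 223, 186 and 207 changed, and 227 and 225 differed for cells and for the exosome-cell difference. With no scaling (350 tested) the counts were 23, 290, 260, 277 and 208, then 282 and 245. With normexp background (48 tested) they were 13, 29, 28, 29, 26, 8, 26 and 29. With a floor of 0.01% (246 tested), 166 were lower, 192 and 163 changed in SW48 and RKO, and 158 and 172 differed. Without a floor, 33 and 14 differed for cells and for the exosome-cell difference, and 29 and 8 with the deposited processed signal. With no filter exosomes differed for 18, and for 14 with only the groups compared. With the 6 miRNAs above the floor on all arrays the counts were 2, 3, 5, 4, 5, 6, 2 and 5; 5 of 43 named miRNAs and 0 of 3 lists passed (camera), since few miRNAs remained. The methods' t-test gave 62 lower and 57 and 54 changed in HT-29 and SW48 unadjusted, and 27, 46, 1, 0 and 35 after Benjamini-Hochberg adjustment (SW48: limma 119, unadjusted 54). Where no reason is given, the cause was not tested.

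With the 75th percentile of detected miRNAs, miR-320c (log2 -2.33), miR-1202 (-0.56) and miR-494 (-0.96) were reversed, and miR-939 (-0.43) and miR-923 (-0.35) changed sign without passing. The median correlation of exosomes with cells moved to 0.0652 on linear percentages and 0.176 over 29 miRNAs detected on all arrays, that between cells to 0.904 and 0.928, and that between exosomes of different lines to 0.618 on linear percentages. Leaving out each array in turn gave 43 to 64 higher, 101 to 112 lower, 119 to 145 changed in HT-29 exosomes, 110 to 147 changed in SW48 exosomes and 96 to 125 in RKO, 38 to 63, 91 to 112 and 101 to 140 differing between lines, and 2 to 6 lists. The 6 lists came without HT-29 exosomes replicate 3, which sets the floor (0.0397% without it, 196 tested). A group left with 1 array is assumed to vary like the others.

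With the replicate block the counts were 42, 95, 119, 102, 101, 47, 95 and 91. Over 44 miRNAs, deviations from the group means were correlated between exosome and cell arrays of equal number. The correlation was -0.0591 and -0.0231 in HT-29, -0.365 in SW48, and -0.178 and 0.0984 in RKO. These values give no sign of pairing, but so few arrays cannot show whether the numbers pair them. Slide as an additive block gave 44 higher and 90 lower. Scan and slide were the same on every array, so scan was not run as a block of its own. Both follow the line. Signal over background limits the exosome arrays, with 46.9 miRNAs well above background against 219 on cell arrays.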

Other observations

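The tests of miR-451 were planned before the result was seen.

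miR-451 held 10.01% ± 0.931 (SD, n = 3) of the signal on RKO exosome arrays, against 2.501% ± 1.72 (n = 3) in HT-29 and 3.47% ± 2.36 (n = 2) in SW48 exosomes. Release from RKO cells may contribute, since miR-451 was detected on 2 of the 2 RKO cell arrays and on no cell array of the other lines, although its highest signal there was 13.2 against a lowest of 493 on RKO exosome arrays. Carry-over of serum miRNAs from the medium cannot be told apart from it in RKO, since medium without cells was not analysed here. Of the other miRNAs of blood cells and serum, 2 were detected on all 3 RKO exosome arrays, miR-486-5p and miR-223. Both, and miR-451, were also detected on every HT-29 and SW48 exosome array but the near-empty one, and on no cell array of those lines. No other miRNA of the list was detected on all of these exosome arrays. Release from cells in which miR-451 was detected is thus a candidate for RKO alone.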
